A study of Mus musculus with 8 samples. Its data were reported in "Insulin and leptin oscillations license food-entrained browning and metabolic flexibility" (2024).

How the data were processed

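Single-cell transcriptomes of the stromal vascular fraction of mouse inguinal white fat were compared between mice fed ad libitum (Ad-Lib) and mice given 2 meals a night (twice-a-night, TAN). The stromal vascular fraction is what remains of digested fat once the floating adipocytes are removed. Each of the 8 libraries came from droplet capture with barcoded beads (10x Genomics), 4 of them from Ad-Lib mice (replicates 1, 3, 5 and 7) and 4 from TAN mice (replicates 2, 4, 6 and 8). Groups were taken from the labels. The labels give an age of 8 weeks, whereas the study describes older mice for this experiment, so the age is not certain. The replicate numbers are not shared between the groups.

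The authors deposited raw counts of unique molecular identifiers (UMIs) per gene and cell barcode, 1 table per library. By the study's methods and the file headers, these counts were made with Cell Ranger on the mouse genome build mm10 (GRCm38), from reads in exons. The tables hold the barcodes that Cell Ranger called as cells, before any filter of the authors on depth or mitochondrial share. The lowest UMI total of a barcode in the tables was 500. No normalization had been applied. The tables list 32285 gene identifiers, of which 32158 matched GENCODE release M21 for GRCm38, and coordinates were taken from that release. The annotation that the authors used for counting is not stated. The file headers name another version of Cell Ranger than the study's methods, which in one passage describe fewer samples and cells and more genes than these tables hold and in another give the group sizes found here. The mean number of barcodes per library in these tables rounds to the number of cells that the study reported. Which libraries and counts gave its percentages and genes is still not certain.

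Cells were kept with 700 to 30000 UMIs, 200 to 8000 genes and a mitochondrial share of at most 10%, the limits in the study's methods. Counts were scaled to 10000 per cell and log-transformed, the 2000 most variable genes were reduced to 30 principal components over all libraries together, and Leiden clustering at resolution 1 was run on a graph of 20 nearest neighbours. No correction between libraries was applied. Doublets were not removed in the main setting, and the study's methods describe no such step. An alternative removed the cells with the highest simulated-doublet scores, 0.8% per 1000 cells of each library.

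Clusters were named from marker lists fixed before the data were examined, as were the comparisons, tests, thresholds, gene lists and most alternatives. The thresholds for naming were set after the clusters had been seen. A name needed at least 3 of its markers at 2-fold or more over the other cells and present in at least 10% of the cluster's cells. The score of the next lineage had to stay under 0.4 of the best. A cluster stayed unnamed where its 10 leading genes held more markers of another class than of its own. The 3 subtypes of adipocyte progenitor cells (APCs) were named against the other APCs. Clusters of lymphocytes were clustered again. T-like cells were those of sub-clusters without another lymphocyte name where at least 50% of cells had a Cd3 UMI. Regulatory T-like cells were counted among them. Few ILC2-like cells were found apart from T-like cells, so a mixed cluster of both, which holds most of the ILC2-like cells, was tested in their place. That replacement was chosen after the data were seen. Cells of the mixed cluster were also counted in the class of their sub-cluster, such as T-like cells, and APC-like cells include their subtypes. These classes overlap, so a result seen in several of them is not separate evidence. Names and denominators rebuilt in this way differ from those of the study.

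The library, not the cell, was the replicate throughout. Shares of cells, shares of cells with Il33, mean scores of gene lists and summed counts of lymphocyte genes were compared by an exact permutation test over all 70 assignments of the 8 libraries, two-sided, whose smallest possible p is 0.0286. Benjamini-Hochberg values were computed within each family. Intervals on a share in 1 library are 95% Clopper-Pearson intervals, and they and the limits that a count of 0 allows (3 counts) cover counting error only. For gene expression, raw counts were summed per library and class and tested with the quasi-likelihood test of edgeR, with TMM scaling and its filter on low counts. Libraries with at least 10 cells of a class entered, and at least 3 libraries per group were needed. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 1.5-fold. Levels are given as CPM, the counts of a gene scaled by the total of the class sum. For Il33, each cell was thinned to 2000 UMIs by calculating the chance that at least 1 Il33 UMI remains, and shallower cells were left out. Scores of gene lists are means of log2(CPM + 1).

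The genes named in the text are, for each class, the 3 called genes with the smallest adjusted p whose 4 TAN values all lay on one side of the Ad-Lib values, and the genes that the study named for its ILC2, APC and committed preadipocyte clusters. Genes outside this rule are said to have been chosen after their values were seen. The lists tested were naive T, resident T, follicular B, B1 and lymphocyte genes, and 3 added after the data were seen (lymph node stroma, adipocyte and dissociation stress genes).

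Alternatives covered the limit on mitochondrial share (20%), the upper limits on UMIs and genes, doublet removal, Leiden resolution 2, centring of each gene within each library, classes from marker gates on single cells, and other denominators. For expression they also covered the size factors and the Wald test of DESeq2, no filter on low counts, no minimum change, at least 30 cells per library, and each library left out in turn. A block of replicates 1 to 4 and 5 to 8 was added after the data were seen. The labels do not say what sets these replicates apart, so it is not taken for a sequencing batch. The test was tried on simulated counts drawn from the real means of each class, with 200 genes changed 2-fold. It recovered 68.5% of them in the mixed cluster, 73% in T-like, 65.5% in B-like, 87.5% in APC-like, 85% in Dpp4+ APC, 79.5% in Icam1+ APC, 81.5% in F3+ APC, 70.5% in adipocyte-like, 86.5% in endothelial-like and 79% in macrophage-like sums. Of the genes called there, the share that had not been changed was 6.80, 7.01, 10.9, 4.37, 3.41, 2.45, 4.12, 5.37, 2.26 and 5.95% in the same order, above the 5% aimed at in 5 of the classes.

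Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9, leidenalg 0.10.2 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0, were used. Total UMIs per library lay between 25320800 and 37140950. Y-chromosome transcripts were present in all 8 libraries and Xist was close to 0, and no library was a duplicate of another by the spread of counts in each pair of libraries, within and between the groups. Data from flow cytometry and the other measurements of the study were not analysed here.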

Results

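Stromal vascular cells of subcutaneous inguinal fat were profiled in 8 droplet libraries, 4 from Ad-Lib mice and 4 from TAN mice. The files held 44427 cell barcodes with 232345333 UMIs over 32285 genes. Total UMIs per library lay between 25320800 (Ad-Lib 7) and 37140950 (Ad-Lib 1). After filtering, 36370 cells remained, with 5144, 4892, 3798 and 3717 cells in Ad-Lib 1, 3, 5 and 7 and 4318, 4926, 5654 and 3921 cells in TAN 2, 4, 6 and 8. The median number of UMIs per cell averaged 5744 ± 619 (SD, n = 4) in Ad-Lib and 4633 ± 550 (SD, n = 4) in TAN libraries, with an exact permutation p of 0.0571. Before filtering, the median mitochondrial share averaged 2.17% ± 0.32 in Ad-Lib and 3.40% ± 0.62 in TAN libraries (n = 4 each), and all TAN values lay above all Ad-Lib values (exact permutation p = 0.0286, the smallest the design allows). Barcodes over the mitochondrial limit made up 5.46% of those in Ad-Lib and 10.9% of those in TAN libraries (exact permutation p = 0.0857, n = 4 each).

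To ask how timed feeding altered the composition of the fraction, shares of all cells kept were compared for 22 classes, some of which share cells. T-like cells made up 3.65% ± 3.02 of cells in Ad-Lib and 13.9% ± 8.73 in TAN libraries (SD, n = 4 each; exact permutation p = 0.0571). B-like cells made up 4.27% ± 6.59 and 9.98% ± 4.64 (exact permutation p = 0.229, n = 4 each). Libraries within a group differed widely. The B-like share was 14.1% in Ad-Lib 3 (689 of 4892 cells, 95% interval 13.1 to 15.1%) but 0.311% in Ad-Lib 1 (16 of 5144 cells, 0.178 to 0.505%). In TAN 2 it was 3.06% (132 of 4318 cells, 2.56 to 3.61%), whereas the other TAN libraries lay between 11.8% and 13.0%. Without TAN 2 the difference in T-like share rose from 10.2 to 13.3 percentage points (exact permutation p = 0.0286), and without TAN 6 it was 6.80 points. Without Ad-Lib 3 the difference in B-like share was 8.99 points (exact permutation p = 0.0571) against 5.71 points with all libraries. Of the other alternatives for the T-like share, marker gates moved it most, to a difference of 11.8 points (exact permutation p = 0.0857).

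**Figure D1:**
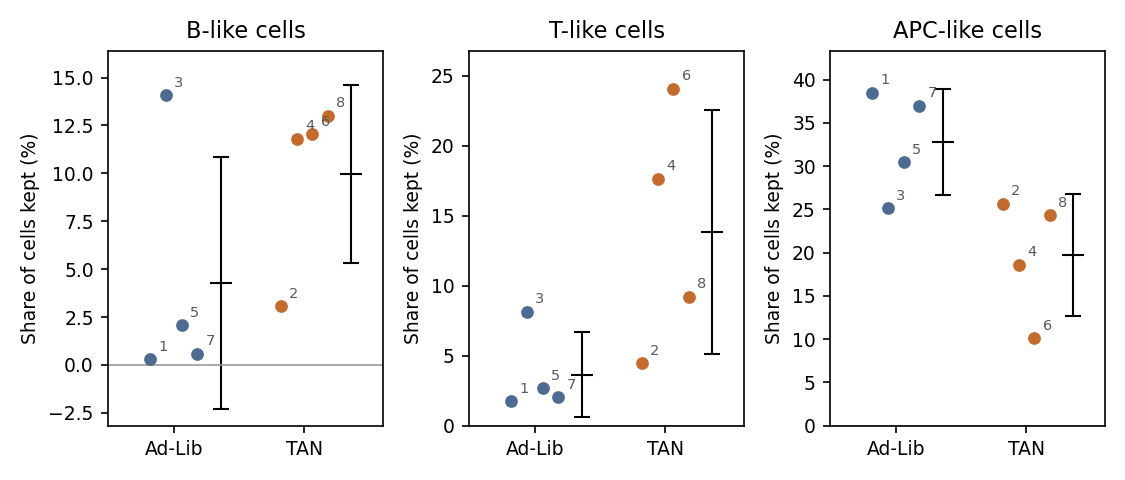
Share of all cells kept (%, y axis) in each library for B-like, T-like and APC-like cells, with points numbered by replicate and the mean ± SD of each group of 4 in black. Ad-Lib 3 has a higher B-like share (14.1%) than any TAN library, and TAN 6 has the highest T-like share (24.1%) and the lowest APC-like share (10.1%).

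ILC2-like cells, the class on which the study centred, could be told from T-like cells in few droplets. The 66 cells named ILC2-like were 0.227% ± 0.083 of cells in Ad-Lib and 0.155% ± 0.097 in TAN libraries (SD, n = 4 each; exact permutation p = 0.286). A mixed T and ILC2 cluster of 1151 cells, which held most of them and was led by Cxcr6, Areg, Icos, Tnfrsf4, Ctla4 and Il7r, made up 2.46% ± 0.87 and 3.73% ± 1.35 of cells (exact permutation p = 0.2, n = 4 each). There were 5 ILC2-like cells in Ad-Lib 3 and 2 in TAN 6.

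APC-like cells made up 32.8% ± 6.15 of cells in Ad-Lib and 19.7% ± 7.07 in TAN libraries (SD, n = 4 each; exact permutation p = 0.0571). Taken over cells other than B-like and T-like cells, the difference was -10.1 points with an exact permutation p of 0.0286 (n = 4 each). Over all cells kept, the difference was -13.1 points, with -15.6 points without Ad-Lib 3 and -9.92 points without TAN 6. The share of macrophage-like cells fell by 4.11 points to 6.87% ± 1.62 in TAN libraries (exact permutation p = 0.0571, n = 4 each). F3+ APC-like cells (7.28% ± 3.03 and 3.46% ± 1.19) and mast-like cells (87 cells, 0.327% and 0.153%) were the classes with an exact permutation p of 0.0286, both lower in all 4 TAN libraries than in every Ad-Lib library. The F3+ difference was no longer past 0.05 when any of the TAN libraries was left out (0.0857 each), and over cells other than B-like and T-like cells it gave an exact permutation p of 0.0571. It shrank from -3.81 points to -0.965 at Leiden resolution 2 (exact permutation p = 0.314), -0.976 with genes centred within libraries (0.229) and -0.910 with a mitochondrial limit of 20% (0.314). The mast difference was not past 0.05 without Ad-Lib 1, 3, 5 or 7 or TAN 6 (exact permutation p = 0.0571 each). After Benjamini-Hochberg adjustment over the 22 classes, the lowest value was 0.236, so that no class passed. An edgeR quasi-likelihood test on numbers of cells gave a log2 change of 1.92 for T-like cells (unadjusted p = 0.0115) and -0.74 for APC-like cells (unadjusted p = 0.0415), with a lowest adjusted value of 0.176. Within APC-like cells no subtype differed beyond the spread between libraries. Dpp4+ cells were 34.5% ± 6.74 in Ad-Lib and 35.2% ± 2.91 in TAN libraries (SD, n = 4 each; exact permutation p = 0.743), Icam1+ cells 36.5% ± 6.08 and 35.3% ± 2.62 (0.857), and F3+ cells 21.9% ± 6.60 and 17.7% ± 1.01 (0.314). Clusters left unnamed held 17.3% of cells in both groups.

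To ask which genes changed within each class, summed counts were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The numbers of genes called were 265 in T-like cells (46 higher and 219 lower in TAN), 214 in endothelial-like cells (98 and 116), 212 in Icam1+ APC (67 and 145), 167 in adipocyte-like cells (61 and 106), 91 in all APC-like cells (32 and 59), 80 in Dpp4+ APC (24 and 56), 54 in F3+ APC (10 and 44), 53 in macrophage-like cells (24 and 29), 18 in the mixed T and ILC2 cluster (4 and 14) and 1 in B-like cells. The balance of higher and lower calls turned in adipocyte-like cells with no filter on low counts (104 and 57) and in macrophage-like cells without TAN 6 (28 and 24). In endothelial-like cells it turned by a few genes without TAN 6 (92 and 91), without Ad-Lib 7 (84 and 80) and with no minimum change (210 and 207). It was even there without TAN 2 (61 and 61) and with genes centred within libraries (20 and 20). ILC2-like and regulatory T-like cells were in too few libraries to be tested. These counts depended on single libraries. T-like cells gave 74 genes without TAN 6 and 964 without Ad-Lib 3, and the mixed cluster gave 2 without Ad-Lib 1 and 156 without Ad-Lib 3. Counts ran from 122 without TAN 2 to 248 without TAN 8 in endothelial-like cells and from 127 without TAN 2 to 226 without TAN 8 in Icam1+ APC. In APC-like cells they ran from 20 without TAN 2 to 133 without TAN 6, in Dpp4+ APC from 26 without TAN 4 to 142 without TAN 6, and in F3+ APC from 17 without TAN 2 to 91 without TAN 6. Macrophage-like cells gave 29 without Ad-Lib 1 and 103 without Ad-Lib 5. Of the other alternatives, testing genes with no filter on low counts moved the mixed cluster most, to 211 genes, and centring each gene within its library left 0 genes in F3+ APC (464 at an unadjusted p under 0.05).

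**Figure D2:**
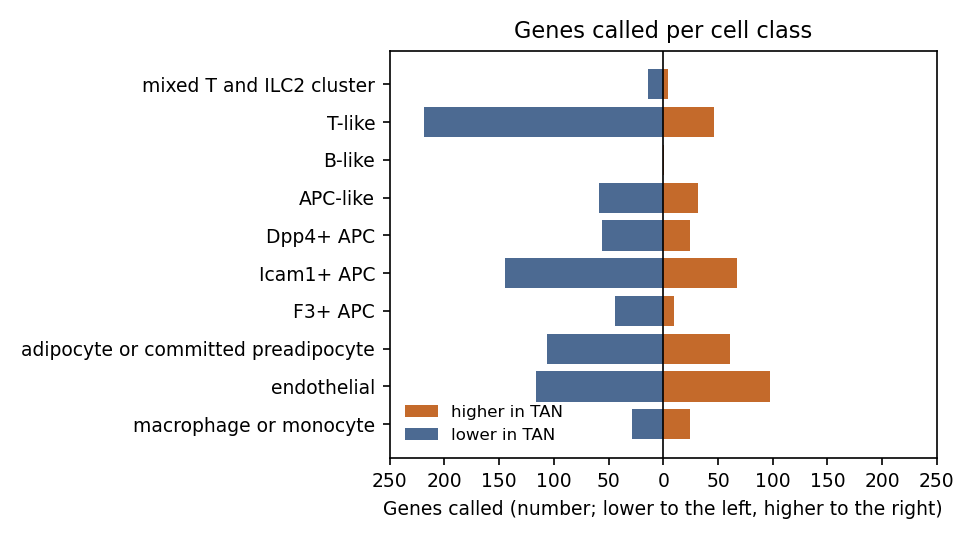
Number of genes called higher (right) and lower (left) in TAN than in Ad-Lib libraries for each class (x axis, genes; 4 libraries per group). In this setting lower calls outnumber higher calls in every class but B-like cells, where 1 gene was higher, whereas with no filter on low counts adipocyte-like cells had 104 higher and 57 lower.

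The study linked TAN feeding to transcripts of ILC2 migration and signalling. In the mixed T and ILC2 cluster, 13 of the 14 genes taken from its ILC2 results could be tested. Il1rl1, Gata3 and Ccr4 are on that list as markers of ILC2 identity, not as genes that the study gave as changed. Over all 6522 genes tested, 1 of them was called, and 6 were called when adjusted over the list alone (11 at an unadjusted p under 0.05). As the study picked these genes from the same experiment, the latter count is not independent evidence. Ccr7 (ENSMUSG00000037944, GRCm38 chromosome 11, 99144196 to 99155077) was the gene called. It rose from 27.6 ± 23.6 to 99.6 ± 46.7 CPM (SD, n = 4 each), a log2 change of 1.76 ± 0.37 (SE, edgeR adjusted p = 0.0498). Of its 534 UMIs in the cluster, 12 were in cells without a Cd3 or Cd79a UMI. It was not called without Ad-Lib 1, 5 or 7 or TAN 4, 6 or 8 (edgeR adjusted p from 0.0964 to 0.183). Tnfrsf4 rose by 0.73 on the log2 scale (edgeR adjusted p = 0.371), and Il1rl1 changed by -1.31 ± 0.47 (edgeR adjusted p = 0.235). In the cells of this cluster without a Cd3 or Cd79a UMI, no Tnfrsf4 UMI was found in any library. Il1rl1 there was at 475 ± 137 CPM in Ad-Lib and 384 ± 253 CPM in TAN libraries (SD, n = 4 each; exact permutation p = 0.629). These cells were 59 of 1151, so neither change can be assigned to ILC2-like cells. Gata3 (edgeR adjusted p = 0.750) and Ccr4 (0.655) were not called. Tnfrsf4, Il1rl1 and Gata3 are also among the marker genes for naming. Dapl1 was below the filter at 4.88 CPM in Ad-Lib and 31.0 CPM in TAN libraries. Rgs10 (log2 change 1.51, edgeR adjusted p 0.0503), Il6ra (1.37, 0.0720), Itgae (0.135) and Limd2 (0.117) stayed above the threshold with all libraries and were called without TAN 2 or without Ad-Lib 3. Rps26 (edgeR adjusted p = 0.0760), mt-Atp6 (0.0503), mt-Cytb (0.0551) and mt-Nd4 (0.112) were higher by less than 1.5-fold. The 3 leading genes by the rule were Itga1 (ENSMUSG00000042284, chromosome 13, 114953096 to 115101964), at -1.85 ± 0.23 (edgeR adjusted p = 0.00062), Nrn1 (ENSMUSG00000039114, chromosome 13, 36725361 to 36735131), at 2.30 ± 0.33 (0.0029), and Cxcr3, at -0.91 ± 0.16 (0.0162). Cxcr3 was not called without Ad-Lib 1 or 5 or TAN 4, 6 or 8 (edgeR adjusted p from 0.0588 to 0.103), and Nrn1 was not called when genes were centred within libraries (0.0751). Genes of the integrin, chemokine receptor and ribosomal families share sequence with relatives, so their counts carry that uncertainty.

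In T-like cells the leading genes were Itga1, at -2.82 ± 0.24 on the log2 scale (SE, edgeR adjusted p = 1.86e-05; 49.6 CPM in Ad-Lib and 6.49 CPM in TAN), Ccl4, at -1.93 ± 0.20 (9.89e-05), and Klrc1, at -1.84 ± 0.19 (9.89e-05). Each was lower in all 4 TAN libraries than in every Ad-Lib library. The naive T score of T-like cells was 6.65 in Ad-Lib and 8.02 in TAN libraries (exact permutation p = 0.0286, adjusted 0.114). A different mix of T cells may therefore account for some of the calls, and it was not told apart from change within cells. T-like cells and the mixed cluster share cells, so Itga1 in both is not separate evidence. In B-like cells Thrsp (ENSMUSG00000035686, chromosome 7, 97412938 to 97417730) was the gene called, with 13.1 ± 13.7 CPM in Ad-Lib and 49.6 ± 18.2 CPM in TAN libraries (SD, n = 4 each) and a log2 change of 2.08 ± 0.37 (edgeR adjusted p = 0.0183). That level is close to the 48.4 CPM that adipocyte-like RNA in B-like droplets would give. It was not called without Ad-Lib 3 (edgeR adjusted p = 0.601), without Ad-Lib 7, TAN 4 or TAN 6, or with doublets removed (0.183). B-like cells gave 11 genes without TAN 2 and 0 without TAN 6 (94 at an unadjusted p under 0.05), and 230 genes were at an unadjusted p under 0.05 with all libraries.

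The study reported that APCs raised fatty acid genes under TAN feeding. In APC-like cells, 4 of the 11 genes from its list that could be tested were called over all 12212 genes, and 5 when adjusted over the list alone (8 at an unadjusted p under 0.05), again not independent evidence. Without Ad-Lib 1 the first count was 2. Cd36 (ENSMUSG00000002944, GRCm38 chromosome 5, 17781690 to 17888801) rose from 15.3 ± 2.28 to 46.9 ± 10.2 CPM (SD, n = 4 each), a log2 change of 1.59 ± 0.14 (edgeR adjusted p = 0.00077). Fabp4 (ENSMUSG00000062515, chromosome 3, 10204088 to 10208576) rose from 282 ± 66.4 to 801 ± 169 CPM, a change of 1.48 ± 0.16 (0.0024). Both were higher in all 4 TAN libraries than in every Ad-Lib library, as was Cd300lg, at 1.04 ± 0.11 (0.0024). Droplets of B-like cells, taken as background, held on average more CPM of both than APC-like cells did (in Ad-Lib 7, Cd36 was lower, at 13.3 against 17.4 CPM). Fabp4 was at 1793 ± 1651 CPM in Ad-Lib and 1172 ± 195 CPM in TAN libraries there, and Cd36 at 129 ± 119 and 104 ± 20.8 CPM (SD, n = 4 each). In T-like cells Fabp4 was at 147 ± 93.2 and 127 ± 28.5 CPM and Cd36 at 7.47 and 7.30 CPM. The Ad-Lib means there rest on single libraries. Without Ad-Lib 1 (16 B-like cells) they were 1062 CPM of Fabp4 and 77.6 CPM of Cd36 in B-like cells, without Ad-Lib 5 Fabp4 was at 100 CPM in T-like cells, and without Ad-Lib 7 Cd36 was at 4.70 CPM, each below the TAN mean. Neither gene was called in B-like or T-like cells with all libraries. These CPM are shares of a droplet's RNA, not amounts per droplet. Median depth averaged 3495 and 3470 UMIs in B-like and 10254 and 9431 UMIs in APC-like cells of Ad-Lib and TAN libraries. The B-like CPM therefore do not give the background of APC-like cells. Cxcl12 (ENSMUSG00000061353, chromosome 6, 117168535 to 117181367) rose by 0.65 ± 0.13 (edgeR adjusted p = 0.0310) but was not called without Ad-Lib 1, Ad-Lib 3, TAN 2 or TAN 4 (0.0575 to 0.0973). Cyp26b1 (ENSMUSG00000063415, chromosome 6, 84571414 to 84593908) rose by 1.76 ± 0.37 (edgeR adjusted p = 0.0441), and of the 8 fits that each left out 1 library it was called in the fit without TAN 6 alone (0.0551 to 0.125 in the others). Cxcl13 (0.94, edgeR adjusted p 0.0645) was called without TAN 6 (0.0030). With replicates 1 to 4 and 5 to 8 as a block, a term added after the data were seen, Cxcl13 was called with all libraries (0.91, edgeR adjusted p 0.0159), which made 5 genes of the list. Igfbp5 (0.239), Actb (0.309), Cd52 (0.443), Ptprc (0.689) and Tmsb4x (0.806) were not called, and Trbc2 was below the filter.

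Within the subtypes, Dpp4+ APC-like cells were led by Mid1, at 1.92 ± 0.16 (edgeR adjusted p = 1.56e-05), Fbn1, at -0.72 ± 0.08 (0.00055), and Adamts5, at -0.64 ± 0.09 (0.0043), which fell below 1.5-fold without TAN 2 (-0.58). Icam1+ cells were led by Csrp2, at 1.13 ± 0.11, Cd36, at 1.92 ± 0.19, and Plcxd2, at -1.29 ± 0.13 (edgeR adjusted p = 7.22e-05 each). F3+ cells were led by Mid1, at 1.73 ± 0.18 (edgeR adjusted p = 0.00022), Gm26802, at -1.66 ± 0.20 (0.00069), and Mt2, at -1.17 ± 0.14 (0.00077). These calls in F3+ cells were lost at Leiden resolution 2 and when genes were centred within libraries. Mid1 crosses the boundary of the region that the X and Y chromosomes share, so its counts are uncertain. Fabp4 was also higher in Icam1+ cells, by 1.72 ± 0.18 (edgeR adjusted p = 0.0001). Fabp4 is among the markers that named this subtype, so its contrast with the other subtypes is not independent of the naming. Neither Cd36 nor Fabp4 was called in Dpp4+ (edgeR adjusted p = 0.192 and 0.147) or F3+ cells (0.148 and 0.0621). The difference between subtypes in any of these changes was not tested.

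APCs are a source of the alarmin IL-33, and the study asked whether more of them carried its transcript under TAN feeding. Il33 (ENSMUSG00000024810, chromosome 19, 29925114 to 29960718) was found in 8.37% ± 2.25 of APC-like cells of Ad-Lib and 12.1% ± 1.59 of those of TAN libraries once each cell was thinned to 2000 UMIs (SD, n = 4 each; exact permutation p = 0.0857). Thinning left out 287 of 5746 Ad-Lib and 299 of 3553 TAN cells. Without thinning the shares were 21.7% ± 4.55 and 26.9% ± 2.38 (exact permutation p = 0.114, n = 4 each). The summed counts gave 49.6 ± 13.8 and 73.3 ± 13.2 CPM (exact permutation p = 0.0857, n = 4 each). Background was taken from B-like cells, where 1 of 806 Ad-Lib cells and 0 of 1905 TAN cells (which allows a share of up to 0.157%) held an Il33 UMI. The median depth averaged 10254 and 9431 UMIs in APC-like and 3495 and 3470 UMIs in B-like cells of Ad-Lib and TAN libraries. Leaving out Ad-Lib 7 moved the difference in thinned share most, from 3.72 to 2.93 points (exact permutation p = 0.114), and without TAN 8 it was 4.43 points (exact permutation p = 0.0571). With assignments kept within replicates 1 to 4 and 5 to 8, the exact permutation p was 0.0556, the smallest that this block allows. In the edgeR fit over all genes Il33 rose by 0.53 ± 0.21 on the log2 scale (SE; adjusted p = 0.257, and 0.0380 adjusted over the list alone). With the block as a term, the edgeR adjusted p was 0.0036. Within Dpp4+ cells Il33 rose from 113 ± 18.5 to 163 ± 25.7 CPM (exact permutation p = 0.0286, n = 4 each), and this p was 0.0857 without Ad-Lib 5 or Ad-Lib 7. Their thinned shares, 18.3 and 25.0%, gave an exact permutation p of 0.0571, as did the unthinned shares. Thinned to 1000 UMIs, the shares gave an exact permutation p of 0.0286. The edgeR fit gave a log2 change of 0.52 (adjusted p = 0.100, and 0.00085 with the block as a term), under the 1.5-fold limit.

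**Figure D3:**
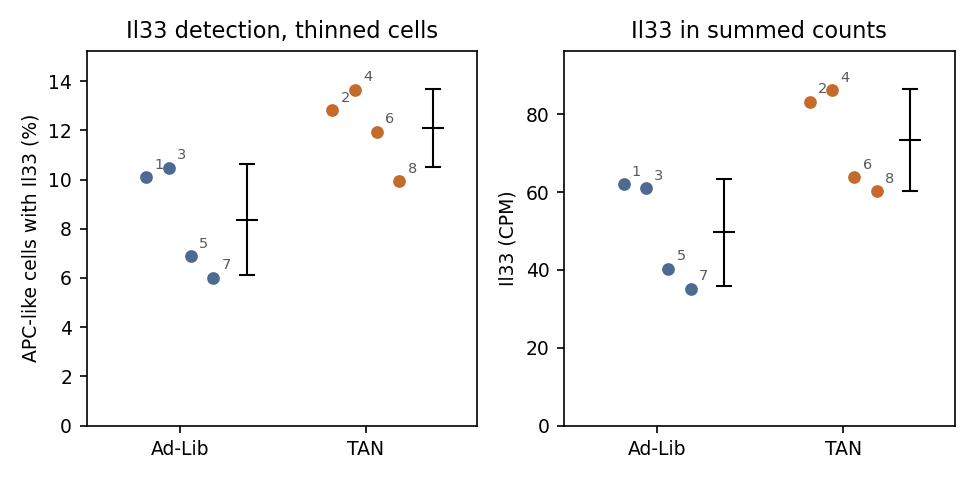
Il33 in APC-like cells of each library, as the percentage of cells with an Il33 UMI after thinning (left y axis) and as CPM of the summed counts (right y axis), with points for libraries and the mean ± SD of each group of 4. The groups overlap in both measures, and the TAN means (12.1% and 73.3 CPM) lie above the Ad-Lib means (8.37% and 49.6 CPM).

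The study described higher levels of metabolic flexibility genes in committed preadipocytes, among them Fasn, Me1 and Elovl6. It named Acly as a marker of that cluster, not as a changed gene. By its methods, mice were killed in the dark phase within hours of the first nightly meal of TAN mice. It also described feeding-related peaks of Elovl6 in whole fat. No separate time is stated for these libraries. A response to that meal and a lasting effect of TAN feeding therefore cannot be told apart in the gene changes given here. In the 921 adipocyte-like or committed preadipocyte-like cells, all 4 genes from its list were called over the 1781 genes tested, and all 4 when adjusted over the list alone. Acly (ENSMUSG00000020917, chromosome 11, 100476353 to 100528000) rose from 173 to 1283 CPM, a log2 change of 2.74 ± 0.19 (SE, edgeR adjusted p = 2.02e-12). Me1 (ENSMUSG00000032418, chromosome 9, 86581371 to 86695953) rose from 356 to 1709 CPM, by 2.19 ± 0.17 (1.49e-11). Fasn (ENSMUSG00000025153, chromosome 11, 120805846 to 120824547) rose from 1601 to 4264 CPM, by 1.32 ± 0.14 (1.35e-08), and Elovl6 (ENSMUSG00000041220, chromosome 3, 129532355 to 129638495) from 18.5 to 248 CPM (edgeR adjusted p = 1.87e-08). Angptl8 (ENSMUSG00000047822, chromosome 9, 21835510 to 21837347) completed the leading genes with 4.77 ± 0.38 (edgeR adjusted p = 3.07e-11). Acly and Fasn are also among the markers that named this class, while Me1, Elovl6 and Angptl8 are not. The median depth of this class lay between 942.5 UMIs (Ad-Lib 7) and 1072 UMIs (TAN 2), close to the lower limit of 700, so the share of background in these sums is not known. Endothelial-like cells were led by 2210011C24Rik, at 2.92 ± 0.18 (edgeR adjusted p = 1.14e-06; 0.226 when centred within libraries), Fads3, at 1.63 ± 0.10 (1.14e-06), and Ifi27l2a, at -1.62 ± 0.13 (1.78e-05). Macrophage-like cells were led by Ccnd1, at 1.24 ± 0.10 (edgeR adjusted p = 8.49e-06), Me1, at 3.30 ± 0.31 (3.31e-05), and Thrsp, at 2.46 ± 0.24 (3.83e-05). Me1 and Thrsp lay there at levels that adipocyte-like RNA in the droplets would give.

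The inguinal pad holds a lymph node, and by the study's methods nodes were removed at collection. To see whether node cells were still present, fixed lists of naive and tissue-resident genes were scored in T-like and B-like cells. The naive T score in T-like cells was 6.65 ± 0.97 in Ad-Lib and 8.02 ± 0.07 in TAN libraries (SD, n = 4 each), higher in all 4 TAN libraries (exact permutation p = 0.0286, adjusted over 4 scores 0.114). Its difference ran from 0.96 without Ad-Lib 1 to 1.75 without Ad-Lib 3. The resident T score fell by 0.91 to 6.09 ± 0.34 in TAN libraries (exact permutation p = 0.0857, adjusted 0.171). With a pseudocount of 10 its difference was -0.78 (exact permutation p = 0.0286), and without Ad-Lib 3 it was -1.14 (0.0286). In B-like cells the follicular score was 7.61 and 7.79 (exact permutation p = 0.657, n = 4 each) and the B1 score 4.33 and 3.96 (0.514). The B1 difference ran from -0.656 without Ad-Lib 3 to -0.0612 without Ad-Lib 1. Of the 9 naive T genes, 2 are in another list, 2 were named by the study, and 4 reached 10 CPM in APC-like, endothelial-like or macrophage-like sums. Of the 9 resident T genes, 3 were named by the study and 4 reached that level, as did 2 of the 8 follicular genes tested and 6 of the 8 B1 genes. Of the follicular genes, 4 are in another list and 1 was named by the study. Over the 8 libraries, the T-like share rose with the B-like share (Pearson r = 0.734, permutation p = 0.0259, adjusted over 6 relations 0.0778; Spearman rho = 0.786, permutation p = 0.0279; r = 0.608 without the 2 farthest libraries). This relation pools both groups and was not computed within either, so a difference between the groups may account for part of it.

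Transcripts of 12 lymphocyte genes were summed in classes that should lack them, to see how much free RNA the droplets held. They came to 24.6 ± 6.01 CPM in Ad-Lib and 33.9 ± 12.2 CPM in TAN libraries in APC-like cells (SD, n = 4 each; exact permutation p = 0.257), and to 38.4 ± 10.1 and 47.9 ± 12.1 CPM in endothelial-like cells (exact permutation p = 0.2). The difference of 9.27 CPM in APC-like cells was 3.75 CPM without TAN 6 (exact permutation p = 0.457) and 13.5 CPM without TAN 4 (0.0857). That of 9.53 CPM in endothelial-like cells was 4.96 CPM without TAN 8 (exact permutation p = 0.514) and 14.6 CPM without TAN 4 (0.171). In macrophage-like cells they came to 403 ± 54.6 and 1433 ± 1746 CPM (exact permutation p = 0.229). The difference of 1030 CPM there was 167 CPM without TAN 8 (exact permutation p = 0.371) and 1405 CPM without TAN 2 (0.0286). With doublets removed it was 59.1 CPM (exact permutation p = 0.371). Of these genes, 9 reached 10 CPM in macrophage-like sums, 2 in endothelial-like and 1 in APC-like sums, and 1 is in another list and 1 was named by the study.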

Values the study reported

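The study reported single-cell suspensions of 5,553 ± 137 cells. In Ad-Lib mice it gave 5.1% B cells, 1.4% T cells and 2% ILC2 cells. In TAN mice the corresponding percentages were 28.9% B cells, 7.5% T cells and 3.5% ILC2 cells. The text does not state the population over which these percentages were taken.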

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

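The tests of lymph node tissue by B-like and T-like shares and by naive T genes were set before the data were examined, and all other tests in this part were chosen only after the result was seen. Within each group of 4 libraries, the highest or lowest value was compared with the others for 170 groups of values. A library stood far from the other 3 in 17 of them, and chance alone would set 1 apart in about 1 in 20 groups.

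Lymphocyte shares stood apart in libraries of both groups. Ad-Lib 3 had a B-like share of 14.1% against 0.311 to 2.08% in the other Ad-Lib libraries, and a T-like share of 8.14% (398 of 4892 cells, 95% interval 7.38 to 8.94%) against 1.75 to 2.69%. TAN 2 had a B-like share of 3.06% against 11.8 to 13.0%. Ad-Lib 3 also had a migratory dendritic share of 0.981% (48 of 4892 cells, 0.724 to 1.30%) against 0.132 to 0.188%. An exchange of the labels of Ad-Lib 3 and TAN 2 is argued against by the other classes. With both exchanged, 0 genes were called in APC-like cells (434 at an unadjusted p under 0.05) and 0 in endothelial-like cells (379), against 91 and 214 with the labels as given. Dpp4+, Icam1+, F3+ and adipocyte-like cells also had 0 (409, 513, 364 and 101 at an unadjusted p under 0.05) and macrophage-like cells 3. The lymphocyte classes differed from these: the exchange gave 162 genes in the mixed T and ILC2 cluster against 18, 19 in B-like cells against 1, and 137 in T-like cells against 265. A candidate explanation for the spread of lymphocytes is lymph node tissue left in some of the dissected pads, although by the study's methods nodes were removed at collection. The T-like share rose with the B-like share over the 8 libraries (r = 0.734, permutation p = 0.0259, adjusted over 6 relations 0.0778; rho = 0.786). The naive T score of T-like cells followed the T-like share by rank (rho = 0.976, permutation p = 0.000397, adjusted 0.00238), with r = 0.668 (permutation p = 0.0568) and r = 0.792 without the 2 farthest libraries. The migratory dendritic share followed the share of B-like and T-like cells (rho = 0.786, permutation p = 0.0279, adjusted 0.0559; r = 0.776, permutation p = 0.00112, adjusted 0.00670; r = 0.948 without the 2 farthest libraries, TAN 4 and TAN 6). The migratory dendritic cells of TAN 6 had a median of 1394 UMIs against 3158 to 11910 elsewhere, so that library's share is uncertain. These relations pool both groups and were not computed within them, so a difference between the groups may account for part of each. A list of 9 lymph node stroma genes, added after the data were seen, was scored over all cells. It gave 2.01 in Ad-Lib and 2.22 in TAN libraries (exact permutation p = 0.286, n = 4 each), so no difference between the groups was seen. The score was 2.38 in Ad-Lib 3 against 1.73 to 2.05 in the other Ad-Lib libraries, as node tissue there would give. In TAN 6, which has the largest share of B-like and T-like cells, it was 2.03 against 2.20 to 2.37 in the other TAN libraries. Of that list, 1 gene is in another list, 1 was named by the study and 1 reached 10 CPM in APC-like, endothelial-like or macrophage-like sums. Entry of naive lymphocytes into fat under TAN feeding stays open as well, as it would give the same relations and was not tested here. By flow cytometry, however, the study found similar shares of T and B cells in both groups, which bears against such entry. It raised a difference between transcripts and surface protein as a possible reason. Whether those mice also gave these libraries is not stated.

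Shares of other classes stood apart in 4 cases, and lymphocytes in the total may account for some of them. Leaving B-like and T-like cells out of the total lowered the gap, as a share of the group's range, to 0.683 for adipocyte-like cells in TAN 6 (1.10% of cells against 3.19 to 3.44%; 62 of 5654 cells, 95% interval 0.842 to 1.40%) and to 0.697 for Dpp4+ APC in Ad-Lib 1 (16.3% against 9.36 to 10.0%; 841 of 5144 cells, 15.3 to 17.4%). The library no longer stood apart in either. The gap stayed at 0.847 for cycling cells in TAN 6 (2.10% against 0.394 to 0.609%; 119 of 5654 cells, 1.75 to 2.51%), so the total did not account for that share. Those cells had a median of 1692 UMIs against 10068 to 14630 in the other libraries, so they are unlike the cycling cells elsewhere and the share is not read as more division. For ILC2-like cells in Ad-Lib 3 (0.102% against 0.263 to 0.272%; 5 of 4892 cells, 0.0332 to 0.238%) the gap was 0.989, which argues against the total as the cause, and counting error at 5 cells is wide. No biological explanation was tested for single libraries, since the labels name nothing that sets 1 library of a group apart.

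APC-like cells of TAN 6 held more lymphocyte transcripts than those of the other TAN libraries. Cd52 was at 16.8 CPM against 2.04 to 3.83, and Trbc2 at 7.45 CPM against 0.292 to 1.37. Trbc2 also stood apart in APC-like cells of Ad-Lib 3, at 1.21 CPM against 0.159 to 0.232. TAN 6 and Ad-Lib 3 have the largest shares of B-like and T-like cells in their groups (36.1 and 22.2%). Free RNA from lymphocytes could raise both genes in every class, and Trbc2 reached 6.99 CPM in endothelial-like cells of TAN 6. Doublets with lymphocytes could do so as well: with high doublet scores removed, Trbc2 in APC-like cells of TAN 6 fell to 2.82 CPM and Cd52 to 8.02 CPM. Both sources stay open, and neither explains the other away.

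Lymphocyte transcripts in macrophage-like cells of TAN 8 summed to 4023 CPM against 307 to 922 CPM in the other TAN libraries. Doublets with antibody-making cells are a candidate explanation. With high doublet scores removed, the sum in TAN 8 was 412 CPM, as Igkc fell from 7764 to 65 UMIs. Antibody-making cells joined to macrophages in the tissue would look the same and were not tested.

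For 5 genes named in the report, 1 library stood apart and no explanation, technical or biological, was tested. Csrp2 in Icam1+ APC was at 174.6 CPM in TAN 6 against 127 to 131. Plcxd2 in Icam1+ APC was at 37.5 CPM in Ad-Lib 5 against 28.7 to 29.5. Mt2 in F3+ APC was at 287 CPM in TAN 2 against 448 to 467. Me1 in adipocyte-like cells was at 2190 CPM in TAN 2 against 1520 to 1578. 2210011C24Rik in endothelial-like cells was at 48.6 CPM in TAN 6 against 39.1 to 40.5.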

How the results depend on the processing

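Of the alternatives, the block of replicates 1 to 4 and 5 to 8 was chosen after seeing the data, and so was testing the mixed T and ILC2 cluster in place of ILC2-like cells. No paired analysis was possible because the groups share no replicate number. Some differences reversed their direction, none of them past the threshold in either setting, and they are given at the end. Outside the fits that each left out 1 library, 163 values of results that answer a comparison kept their call or count. Those that did not are given here. A count was taken as kept where it stayed within 1.5-fold of the main setting. Shifts inside that limit are not listed, such as 53 to 76 macrophage-like calls with doublets removed. Others were 214 to 280 in endothelial-like cells with a mitochondrial limit of 20%, and 212 to 153 in Icam1+ APC with genes centred within libraries. The cause was not tested for any change below, unless its construction shows it.

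Shares of cells. The difference in APC-like share, -13.1 points, passed the threshold with marker gates (-13.3), with a mitochondrial limit of 20% (-13.2), with B-like and T-like cells left out of the total (-10.1) and, at an unadjusted p of 0.0415, as a log2 change in edgeR's test on numbers of cells (-0.74). It ran from -15.6 without Ad-Lib 3 to -9.92 without TAN 6. The difference in T-like share passed at an unadjusted p of 0.0115 in edgeR's test on numbers of cells (log2 change 1.92), and it ran from 6.80 without TAN 6 to 13.3 points without TAN 2.

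Cell filters and clustering. With a mitochondrial limit of 20%, 32 genes were called in the mixed T and ILC2 cluster (against 18), 2 of them from the study's list (against 1), and 8 in F3+ APC (against 54). With no upper limit on UMIs or genes, 0 of the study's genes were called in the mixed cluster (11 at an unadjusted p under 0.05). With doublets removed, the mixed cluster had 2 of the study's genes and B-like cells had 0 genes against 1 (233 at an unadjusted p under 0.05). At Leiden resolution 2 the mixed cluster had 0 genes (138 at an unadjusted p under 0.05), 0 of them from the study's list (5 unadjusted), and F3+ APC had 2. The resolution splits these clusters, so fewer cells entered those sums. With genes centred within libraries, 11 genes were called in the mixed cluster (1 higher and 10 lower, against 4 and 14), 0 from the study's list (11 unadjusted), 0 in F3+ APC (464 unadjusted), 40 in endothelial-like cells (against 214) and 26 in macrophage-like cells (against 53). Marker gates gave 620 genes in T-like cells (against 265) and 0 in B-like cells (438 unadjusted). Gates take cells one by one and gave no value for the mixed cluster or the APC subtypes.

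Tests of genes. With size factors of DESeq2, 0 of the study's genes were called in the mixed cluster (11 unadjusted). The Wald test of DESeq2 called 146 genes in APC-like cells (against 91), 101 in adipocyte-like cells (against 167), 0 in B-like cells (86 unadjusted) and 0 of the study's genes in the mixed cluster (8 unadjusted). It gave no adjusted p for Il1rl1, Il6ra, Ccr4, Itgae, Ccr7, Nrn1 and Itga1 in the mixed cluster or for Me1 in macrophage-like cells, so those have no value there. With no filter on low counts the calls were 211 in the mixed cluster (96 higher and 115 lower, 7 from the study's list), 661 in T-like (249 and 412), 21 in B-like (9 and 12), 188 in APC-like, 191 in Dpp4+, 358 in Icam1+, 251 in F3+, 354 in endothelial-like and 218 in macrophage-like cells. In adipocyte-like cells they were 161, of which 104 were higher and 57 lower, against 61 and 106 with the filter. With no minimum change they were 158 in APC-like, 372 in Icam1+, 417 in endothelial-like and 84 in macrophage-like cells, as a looser threshold must give. With the block they were 154 in APC-like (5 from the study's list, against 4), 84 in F3+ and 87 in macrophage-like cells, and 0 of the study's genes in the mixed cluster (10 unadjusted). At least 30 cells per library left B-like cells without a test, and ILC2-like cells with no Cd3 or Cd79a UMI were too few for one.

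Each library left out. Genes called ran from 2 (without Ad-Lib 1) to 156 (without Ad-Lib 3) in the mixed cluster, from 74 (TAN 6) to 964 (Ad-Lib 3) in T-like, from 0 (TAN 6, 94 unadjusted) to 11 (TAN 2) in B-like, from 20 (TAN 2) to 133 (TAN 6) in APC-like, from 26 (TAN 4) to 142 (TAN 6) in Dpp4+, from 127 (TAN 2) to 226 (TAN 8) in Icam1+, from 17 (TAN 2) to 91 (TAN 6) in F3+, from 122 (TAN 2) to 248 (TAN 8) in endothelial-like and from 29 (Ad-Lib 1) to 103 (Ad-Lib 5) in macrophage-like cells. The study's genes called ran from 0 (Ad-Lib 1, 11 unadjusted) to 7 (TAN 2) in the mixed cluster and from 2 (Ad-Lib 1) to 5 (TAN 6) in APC-like cells. In macrophage-like cells without TAN 6 the higher calls (28) outnumbered the lower (24). The naive T difference ran from 0.96 (Ad-Lib 1) to 1.75 (Ad-Lib 3). The resident T difference ran from -1.14 (Ad-Lib 3) to -0.80 (Ad-Lib 5), and it was -0.78 with a pseudocount of 10. The difference in lymphocyte transcripts in macrophage-like cells ran from 167 (TAN 8) to 1405 CPM (TAN 2), and it was 59.1 CPM with doublets removed. With 3 libraries in a group an exact permutation test cannot go below 0.0286, as with 4, since 35 assignments remain.

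Other results. For single genes and for shares of classes not named above, 644 values outside the fits that left out a library kept their direction and call, 25 became weaker, 15 stronger and 4 reversed. In the fits that left out a library 492 kept them, 36 became weaker, 15 stronger and 9 reversed. The difference in endothelial-like share (0.355 points) was -0.465 at Leiden resolution 2, -6.20 with genes centred within libraries and -0.330 with a mitochondrial limit of 20%, and it ran from -2.80 without TAN 2 to 2.64 without TAN 6 (-0.346 without Ad-Lib 3). That of dendritic cells (-0.0617) was 0.289 with B-like and T-like cells left out of the total, and ran from -0.219 without Ad-Lib 7 to 0.153 without Ad-Lib 3 (0.101 without TAN 2 and 0.00140 without Ad-Lib 1). The difference ran from -0.138 (Ad-Lib 1) to 0.802 (TAN 6) for adipocyte-like cells (0.244), from -0.163 (TAN 6) to 0.408 (TAN 2) for cycling cells (0.242) and from -0.106 (TAN 2) to 0.00399 (TAN 4) for neutrophils (-0.0485). The log2 change of Ptprc in APC-like cells (0.63) ran from -0.31 (TAN 6) to 1.064 (TAN 2), and the follicular B difference (0.179) from -0.0257 (Ad-Lib 1) to 0.285 (Ad-Lib 7). Shallow classes limit what could be seen, as 66 ILC2-like cells over 8 libraries gave no test of genes.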

Other observations

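Of the tests in this part, those of free lymphocyte RNA in APC-like cells and of Ccr7 in cells without Cd3 were set before the data were examined, as was that of Fabp4 in T-like and B-like cells. The tests of Fabp4 and Cd36 by marker sums, of Ccr7 by shares of UMIs, of Thrsp and Me1, of mt-Atp6, of Il33 by subtype and of other splits of the libraries were chosen only after the results were seen, as were the replicate sets and the added lists.

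The 8 libraries can be split into 4 and 4 in 35 ways, the real split included. The real split called the most genes in T-like, APC-like, Dpp4+, Icam1+, F3+, adipocyte-like, endothelial-like and macrophage-like cells, where 1 of the 35 splits gave as many genes. In the mixed T and ILC2 cluster 2 of the 35 splits gave at least 18 genes. The other of them is the real split with Ad-Lib 3 and TAN 2 exchanged (162 genes), so it follows feeding in 6 of the 8 libraries, and the remaining 33 splits gave 0 to 5 genes. In B-like cells 20 of the 35 splits gave at least 1 gene, so that count does not stand out.

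Replicates 1 to 4 differed from replicates 5 to 8 in some classes. With the feeding group in the model, this split called 30 genes in APC-like cells against at most 1 in the other 17 balanced splits, 7 in endothelial-like cells against at most 4, and 10 in macrophage-like cells against at most 6. It called 0 in T-like cells, where the highest other split had 45, 2 in B-like cells (highest other 4) and 1 in the mixed cluster (highest other 15). What these sets share is not in the labels. Each set holds both groups, so feeding is not confounded with it.

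Lymphocyte genes in APC-like cells rose from 24.6 to 33.9 CPM, which may come from free RNA of lymphocytes. That sum did not clearly follow the share of B-like and T-like cells (r = 0.450, permutation p = 0.272, adjusted over 6 relations 0.408; rho = 0.143, permutation p = 0.752; r = 0.122 without the 2 farthest libraries). In endothelial-like cells r was -0.068 (permutation p = 0.886) and rho was -0.214 (permutation p = 0.619). In macrophage-like cells r was 0.310 (permutation p = 0.598) and rho was 0.643 (permutation p = 0.0962), with r = 0.638 without the 2 farthest libraries. Free RNA and a rise within the cells cannot be told apart here, as the rise is within the spread between 4 libraries and was 3.75 CPM without TAN 6.

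Fabp4 in APC-like cells was 519 CPM higher in TAN libraries. Free RNA from fat cells or endothelial cells would bring the other abundant transcripts of its source. An endothelial source would need 1.12% of the APC-like RNA and so a rise of 91.0 CPM in 7 endothelial markers, which rose by 5.11 CPM (16.6 ± 4.54 to 21.7 ± 5.25). A source in adipocyte-like cells would need a rise of 538 CPM in Adipoq, Cfd and Car3, which rose by 5.58 CPM (67.1 ± 17.3 to 72.6 ± 17.8). The log2 change of Fabp4 was -0.03 in T-like and -0.46 in B-like cells (edgeR adjusted p = 0.990 and 1.00). Background of Fabp4 may not be small: B-like droplets held 1793 ± 1651 and 1172 ± 195 CPM, above the level of APC-like cells. T-like droplets held far less, at 147 ± 93.2 and 127 ± 28.5 CPM. In TAN libraries the median depth averaged 3470 UMIs in B-like, 5611 in T-like and 9431 in APC-like cells, so CPM are not amounts per droplet. Free RNA spread evenly over droplets would not set B-like and T-like cells of these libraries so far apart. The TAN values argue against it as the only source of the B-like level. What else gave that level was not tested. Whether background differed between the groups is not settled. The Ad-Lib mean was 1062 CPM in B-like cells without Ad-Lib 1 and 100 CPM in T-like cells without Ad-Lib 5, below the TAN means. The marker sums argue against both sources as the main cause of the rise. For Cd36, which rose by 31.5 CPM, an endothelial source would need a rise of 61.9 CPM in the same markers (5.11 CPM seen), adipocyte-like cells one of 2005 CPM in Adipoq, Cfd and Car3 (5.58 CPM seen) and macrophages one of 772 CPM in 9 markers, which changed by -16.1 CPM. Its level was 129 and 104 CPM in B-like cells (77.6 CPM in Ad-Lib without Ad-Lib 1) and 7.47 and 7.30 CPM in T-like cells (4.70 CPM in Ad-Lib without Ad-Lib 7). A rise within APC-like cells stays as a hypothesis for both genes. In all genes higher in APC-like cells, 2 of 32 were also higher in adipocyte-like cells.

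Ccr7 and Dapl1 rose in the mixed T and ILC2 cluster, and naive T cells within it are a candidate explanation. Of the 1151 cells, 59 had no Cd3 or Cd79a UMI, and these held 5.87% of the UMIs of the cluster. They held 2.25% of its Ccr7 UMIs (12 of 534), 0 of 160 Dapl1 UMIs (which allows up to 1.88%) and 9 of 365 Lef1 UMIs. By contrast they held 159 of 322 Il1rl1 UMIs. In cells without Cd3, Ccr7 was at 24.0 ± 48.1 CPM in Ad-Lib and 37.1 ± 49.7 CPM in TAN libraries (SD, n = 4 each; exact permutation p = 0.714), against 27.6 and 99.6 CPM in the whole cluster. The naive T score of the cluster was 5.34 and 6.35 (exact permutation p = 0.0571, n = 4 each) and its resident T score differed by -0.22 (exact permutation p = 0.171). Induction of Ccr7 in ILC2 cells stays open, as 59 cells are too few to exclude it.

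Thrsp and Me1 were higher in TAN libraries in classes other than adipocyte-like cells, and RNA of adipocyte-like cells in their droplets is a candidate explanation. The level of Car3 in a class, over that in adipocyte-like cells, foretold 12.0 CPM of Me1 in macrophage-like cells of TAN libraries (observed 14.9 ± 2.75) and 1.59 CPM in Ad-Lib libraries (observed 1.43). For Thrsp it foretold 56.7 CPM in macrophage-like cells (observed 48.9 ± 14.8) and 48.4 CPM in B-like cells (observed 49.6 ± 18.2) of TAN libraries. With doublets removed, Thrsp in B-like cells was at 11.3 CPM in Ad-Lib and 24.2 CPM in TAN libraries. In endothelial-like cells Thrsp lay above what Car3 foretold, at 482 against 374 CPM in TAN and 244 against 108 CPM in Ad-Lib libraries. Of the genes higher in TAN, 17 of 98 in endothelial-like, 3 of 24 in macrophage-like and 1 of 46 in T-like cells were also higher in adipocyte-like cells. A list of 8 adipocyte genes, all of them at 10 CPM or more in APC-like, endothelial-like or macrophage-like sums and 1 of them named by the study, scored 6.24 and 6.53 over all cells (exact permutation p = 0.371, n = 4 each) and 3.17 and 3.39 in APC-like cells (exact permutation p = 0.343).

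The mitochondrial transcript mt-Atp6 was higher in TAN libraries in all 10 classes tested, by 0.16 to 0.61 on the log2 scale, at an unadjusted p under 0.05 in 7 and called in 1. Some of these classes share cells, so they are not separate results. A stronger response of stress genes to cell preparation in TAN libraries is argued against by the dissociation stress score in APC-like cells, whose difference was -0.31 (9.85 and 9.54, exact permutation p = 0.0286, n = 4 each). In endothelial-like cells that score was 8.96 and 8.52 (exact permutation p = 0.0571). All 11 genes of the list reached 10 CPM in these classes, and none is in another list or was named by the study. The score does not measure damage or leakage of cells. Before filtering, the median mitochondrial share was higher in TAN libraries (2.17 and 3.40%, exact permutation p = 0.0286). So was the share of barcodes over the mitochondrial limit (5.46 and 10.9%, exact permutation p = 0.0857). Poorer preparation of TAN libraries is therefore not excluded. Cells that lost part of their other RNA could also show higher mt-Atp6. They would then hold fewer UMIs in each class, by as much as mt-Atp6 is higher. In endothelial-like cells the median UMIs would fall from 4226 ± 102 to 2766, or to 2961 with the depth that APC-like cells would need, yet they were 4252 ± 240 in TAN libraries (difference 26.5). In T-like cells they were higher by 810.5 (needed 3471 or fewer, seen 5611 ± 215) and in the mixed cluster by 395 (3726 or fewer, 5110 ± 199). These values argue against such loss as the cause in endothelial-like cells, as long as the kinds of cells within that class were alike. The naive T score was higher in TAN libraries in T-like cells (6.65 and 8.02) and in the mixed cluster (5.34 and 6.35). The kinds of cells there may therefore differ, and the median UMIs cannot decide in those classes. In APC-like cells the difference in median UMIs was -823, where loss and no loss cannot be told apart. The class of adipocyte-like cells lies too near the lower limit on UMIs for this test. Higher mitochondrial content was not tested. Median mitochondrial shares were higher in TAN libraries in endothelial-like (1.87 and 2.94%), T-like (2.60 and 3.21%) and mixed cluster cells (2.46 and 3.02%; exact permutation p = 0.0286 each), less so in APC-like cells (1.76 and 2.00%, exact permutation p = 0.171).

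Il33 was higher in APC-like cells of TAN libraries. Over all 8 libraries the exact permutation p was 0.0857. Within replicates 1 to 4 both TAN values (83.2 and 86.1 CPM) lay above both Ad-Lib values (62.0 and 61.0 CPM), and within replicates 5 to 8 they did so too (63.8 and 60.3 against 40.3 and 35.2 CPM). The edgeR fit with these sets as a block gave a log2 change of 0.55 (adjusted p = 0.0036), under the 1.5-fold limit. More Dpp4+ cells among APC-like cells, where Il33 is most abundant, are argued against as the cause: their share differed by 0.713 points, and within Dpp4+ cells Il33 rose from 113 to 163 CPM (exact permutation p = 0.0286, n = 4 each; 0.0857 without Ad-Lib 5 or 7). The share of Dpp4+ cells with Il33 after thinning gave an exact permutation p of 0.0571, and the edgeR adjusted p there was 0.100. A rise within the cells under TAN feeding stays as a hypothesis.

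B-like, T-like and ILC2-like cells made up 4.27, 3.65 and 0.227% of all cells kept in Ad-Lib and 9.98, 13.9 and 0.155% in TAN libraries. The population over which the percentages quoted from the study were taken is not stated and the names were rebuilt here, so no direction is given. The study's methods describe fewer samples and fewer cells than the files hold in one passage and the same group sizes in another. Its reported number of cells matches the mean number of barcodes per library here. Whether its percentages rest on these counts is not known.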
